A study of Homo sapiens with 12 samples.

How the data were processed

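Messenger RNA was sequenced from 2 human breast cancer cell lines, MDA-MB-436 and BoM-1833, both triple-negative. BoM-1833 had been selected for growth in bone. Cells were transfected with 5 nM small interfering RNA (siRNA) for 72 h. The control groups received a pool of non-targeting siRNAs (siNT) and the treated groups 2 siRNAs against PHF19 in equal parts (siPHF19); per the labels the control pool and the PHF19 siRNAs came from different suppliers. Each of the 4 groups had 3 libraries, 12 in all, and per the labels the libraries came from a stranded mRNA preparation for Illumina sequencing. Groups and replicate numbers were taken from the sample titles. The labels name no batch, date or lane, and no library was shared between lines. The number of per-sample columns that belonged to no sample of the series was 0.

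The authors deposited 1 table of DESeq2 output per line, with 29972 gene rows each. Values per library in the deposited tables are a signal, namely read counts divided by 1 size factor per library. The deposited log2 fold changes of siPHF19 over siNT and their standard errors are on the log2 scale and were not shrunken, since their ratio equalled the deposited Wald statistic, a score. The p-values and adjusted p-values are also the authors' own. The aligner, the counting program, the genome build, the gene annotation and the use of strand in counting are not stated in the labels or in the file headers, so reads from overlapping genes or from near-identical copies may be assigned either way. In each table, 28 gene names had been turned into dates by a spreadsheet and 2 names occurred more than once; the date-like rows were kept in the counts and are not named.

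Every library column consisted of whole multiples of a single step, and the inverse of the step equalled the median-of-ratios size factor, so whole reads were recovered. DESeq2 1.42.0 run on the recovered reads with default settings gave the authors' counts of calls exactly. Recovered reads per library ranged from 15.2 to 24.0 M in MDA-MB-436 and from 13.7 to 21.3 M in BoM-1833. They are reads assigned to genes, carry no molecular identifiers, and binomial intervals therefore cover counting error only. For each of the 12 replicate pairs, chi-square over genes per degree of freedom lay above the 1 that sampling noise gives, so no library is a copy of another. It ranged from 6.18 to 25.5 for siNT pairs and from 2.32 to 3.56 for siPHF19 pairs. In both lines the siNT libraries thus varied more within their group, while DESeq2 fits 1 dispersion per gene to both groups.

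The comparisons were fixed in advance: siPHF19 against siNT within each line by the authors' deposited DESeq2 Wald test, with edgeR to be used in its place only if raw counts were in the tables, which they were not. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg, as deposited). Genes without an adjusted p, which the default filter of DESeq2 at level 0.1 leaves out, were not tested. That left 14243 genes in MDA-MB-436 and 12906 in BoM-1833. Shares are given with 95% Wilson intervals. Overlap of calls, the share changed in the same direction, and Pearson's r and Spearman's rho across genes were computed over 12290 genes tested in both lines. The difference between lines was tested gene by gene with z, the difference of the log2 fold changes over the root of the summed squared standard errors, with 2-sided normal p-values and Benjamini-Hochberg adjustment over 12290 genes. On simulated data with 200 genes changed, this test found 88.5% of them with 7 false calls. In simulated reads with the depths and dispersions of MDA-MB-436 and BoM-1833, 200 genes were changed. DESeq2 found 95% and 93.5% of them with 13 and 14 false calls. With edgeR 96% and 95% were found, with 19 and 21 false calls. Genes raised there had median log2 fold changes of 0.98 and 0.99 in DESeq2, against median absolute values of 0.41 and 0.37 among real calls.

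10 gene lists written in advance were tested with cameraPR of limma 3.58.1 on the Wald statistics, at an inter-gene correlation of 0.01 and adjusted over the 20 tests of both lines: PRC2 (the Polycomb repressive complex and its accessory subunits), HOX genes, developmental regulators, motility and mesenchymal genes, bone metastasis, interferon response, proliferation, p53 response, cholesterol synthesis and unfolded protein response. In 200 simulations with independent normal statistics, a shifted list was found in 99% and lists without a shift were called in 3.22%, at an unadjusted p under 0.05. Independent statistics cannot show the rate of false calls for lists of genes that vary together. The difference of each list between lines was tested the same way on z and adjusted over 10 lists; this test was added after the data had been seen.

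Named genes followed a rule written in advance. They are PHF19; members of the PRC2 list called in at least 1 line; the 5 higher and 5 lower genes with the largest smaller absolute log2 fold change among genes called in both lines in the same direction with a mean normalized count of at least 100 in both; the 3 genes with the largest difference between lines at the same count minimum; and, for each other list past an adjusted p of 0.05 in a line, the 2 members with the largest absolute Wald statistic there. The result of 1 gene that the rule selects is not reported here. Where a gene outside the rule is named, the text says that it was chosen after its values were seen.

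Positions, transcripts, 3′ UTRs, length and GC content come from GENCODE release 29 (GRCh38), which matched 94.7% and 96.2% of the tested gene names and may not be the annotation of the authors. For each gene the principal coding transcript was used, or the longest where several or none were marked as principal. Words of 7 bases were scanned in 3′ UTRs of at least 50 bases, among genes with a mean normalized count of at least 100. Fold changes limited to 1.5 on the log2 scale were first corrected for a quadratic trend on the log length and the GC content of the UTR. In a check on simulated data, 20 of 20 words planted with a shift of -0.15 ranked lowest.

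Alternatives were edgeR 4.0.16 quasi-likelihood tests with TMM scaling, with and without its low-count filter, DESeq2 fits that left out 1 library at a time, other thresholds and count minimums, re-centred fold changes, an empirical null, and for lists a correlation of 0.05, ranks, 10000 random lists matched on expression and fry of limma. Offsets per library smoothed on transcript length and GC content (mgcv 1.9.3) were added later. The software was R 4.3.3, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The siRNA sequences are not in the labels and were not used here; raw reads were not analysed here.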

Results

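To measure the transcriptional response to loss of PHF19, a Polycomb-like accessory subunit of Polycomb repressive complex PRC2, mRNA was sequenced from MDA-MB-436 and BoM-1833 cells 72 h after transfection with 5 nM siPHF19 or siNT. Both are triple-negative breast cancer lines, and BoM-1833 had been selected for growth in bone. A difference between the lines cannot be ascribed to this selection, as no other lines were sequenced. The series asks how PHF19 bears on PRC2 and on cell motility. Each of the 4 groups comprised 3 libraries. Mean depth was 18.9 ± 4.57 M reads in genes (SD, n = 3) for MDA-MB-436 siNT and 18.9 ± 2.94 M (SD, n = 3) for MDA-MB-436 siPHF19. It was 18.9 ± 2.01 M (SD, n = 3) for BoM-1833 siNT and 14.8 ± 1.55 M (SD, n = 3) for BoM-1833 siPHF19. Reads of ribosomal RNA genes made up 0.600% to 2.40% of a library.

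PHF19 lies on the minus strand of chromosome 9, from 120855652 to 120894896 (GRCh38), where no other gene overlaps it. In MDA-MB-436 its normalized count was 2942, 3354 and 3763 in siNT replicates 1 to 3 and 340.1, 326 and 315 in siPHF19 replicates 1 to 3. The mean fell from 3353 ± 411 (SD, n = 3) to 327 ± 12.8 (SD, n = 3), so that 9.75% remained. In BoM-1833 the normalized count was 1711, 1684 and 1669 in siNT replicates 1 to 3 and 181, 201 and 173 in siPHF19 replicates 1 to 3. There the mean fell from 1688 ± 20.9 (SD, n = 3) to 185 ± 14.2 (SD, n = 3), and 10.9% remained. The authors' deposited table gives a log2 fold change of -3.36 (SE 0.11, adjusted p 2.12e-211, DESeq2 Wald test) in MDA-MB-436 and of -3.19 (SE 0.10, adjusted p 1.53e-218) in BoM-1833. An exact 2-sided permutation test of the log2 counts gave p = 0.1 in each line, the smallest value that 3 against 3 libraries allow. Leaving out 1 library at a time moved the estimate most, from -3.44 to -3.27 in MDA-MB-436 and from -3.25 to -3.15 in BoM-1833. The decrease was not found to differ between lines (difference -0.17 on the log2 scale, adjusted p 0.643, z test).

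**Figure D1:**
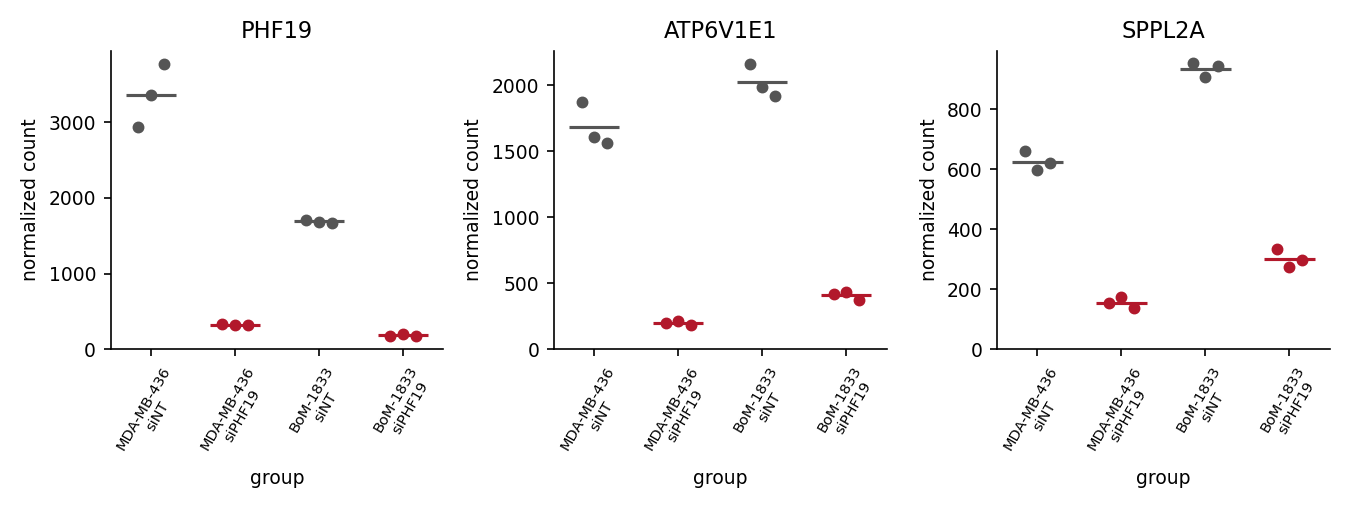
Normalized counts per library (vertical axis) of PHF19, ATP6V1E1 and SPPL2A in the 4 groups (horizontal axis). Points are libraries and lines are means of 3 libraries; in each panel and line the siPHF19 libraries lie below all siNT libraries.

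By the authors' deposited table, 3143 of 14243 tested genes had an adjusted p under 0.05 in MDA-MB-436, of which 1499 were higher and 1644 lower after siPHF19. In BoM-1833 the authors' deposited table gives 1411 calls among 12906 tested genes, with 673 higher and 738 lower. The share of higher genes was 47.7% in each line (95% Wilson interval 46.0% to 49.4% in MDA-MB-436 and 45.1% to 50.3% in BoM-1833). Most changes were small, with a median absolute log2 fold change among calls of 0.41 in MDA-MB-436 and 0.37 in BoM-1833. Of the alternatives tried, a minimum absolute log2 fold change of 1 moved the counts most, to 275 genes (100 higher, 175 lower) in MDA-MB-436 and 69 genes (30 higher, 39 lower) in BoM-1833. Fits without 1 library gave 1767 (without siPHF19 replicate 1) to 3801 calls (without siNT replicate 3) in MDA-MB-436 and 746 (without siPHF19 replicate 2) to 2046 (without siNT replicate 1) in BoM-1833.

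**Figure D2:**
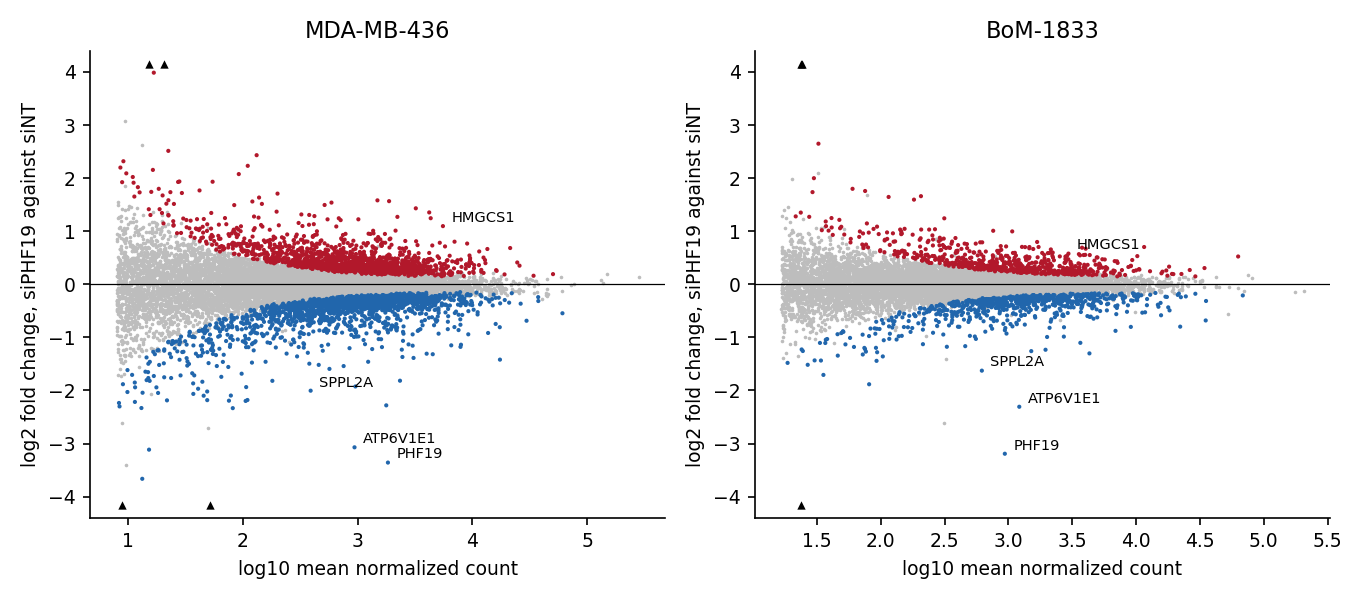
Log2 fold change of siPHF19 against siNT (vertical axis) over log10 mean normalized count (horizontal axis) for each tested gene in each line. Red and blue points are the higher and lower genes with an adjusted p under 0.05; triangles at the edge are the 4 and 3 genes beyond a log2 fold change of 4, and PHF19, ATP6V1E1 and SPPL2A are the lowest labelled genes in both panels.

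The 10 gene lists were compared with all other tested genes by cameraPR, which asks whether a list lies higher or lower than the rest. The cholesterol synthesis list was higher in both lines, with a median log2 fold change of 0.42 (adjusted p 1.64e-22) in MDA-MB-436 and 0.28 (adjusted p 3.02e-21) in BoM-1833. All 23 tested members were higher in MDA-MB-436 and all 24 in BoM-1833. In each line 20 members were called over all genes tested, and 21 when adjusted over the list alone. The interferon response list was higher in both lines, with medians of 0.31 (adjusted p 9.67e-05, 33 of 38 members higher) in MDA-MB-436 and 0.19 (adjusted p 0.00103, 26 of 37 higher) in BoM-1833. Of its members, 14 were called over all genes tested and 17 when adjusted over the list alone in MDA-MB-436, against 11 and 13 in BoM-1833. In BoM-1833 alone 3 further lists passed. Proliferation genes were higher (median 0.09, 34 of 45 members higher, adjusted p 2.60e-04), with 7 calls over all genes tested and 8 adjusted over the list alone. The bone metastasis list was lower (median -0.10, 5 of 12 members higher, adjusted p 5.54e-04), with 4 calls by either adjustment. Its mean Wald statistic was -2.33, with -20.9 for MMP1 and -7.72 for CCN2, so the shift rested largely on these members. Unfolded protein response genes were lower (median -0.15, 5 of 20 members higher, adjusted p 9.61e-04), with 8 calls over all genes tested and 9 adjusted over the list alone. For the bone metastasis list the choice of statistic moved the result most, as ranks gave an adjusted p of 0.462, edgeR statistics 0.274 and matched random lists 0.116. Under fry, which tests a list against no change on the recovered reads, the cholesterol and interferon shifts held in both lines, and the proliferation and bone metastasis shifts held in BoM-1833. The unfolded protein response shift did not hold (adjusted p 0.0840). Under fry alone proliferation genes were lower in MDA-MB-436 (adjusted p 0.0187), and in BoM-1833 developmental regulators were higher (0.0415) and p53 response genes lower (0.0410).

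No other list passed. Motility and mesenchymal genes went both ways, with 16 called higher and 19 lower of 56 tested in MDA-MB-436 (adjusted p of the list 0.271) and 9 higher and 13 lower of 51 in BoM-1833 (0.257). Adjusted over the list alone, 38 and 25 of them were called. Without BoM-1833 siNT replicate 1 this list passed in BoM-1833 (adjusted p 0.0436). Of its members tested in both lines, 15 were called in both, 6 of them higher in both and 8 lower in both. The PRC2 list gave adjusted p-values of 0.511 in MDA-MB-436 and 0.690 in BoM-1833, with 4 and 2 members called over all genes tested and 5 and 3 adjusted over the list alone. HOX genes gave 0.539 and 0.398, with 6 calls of 29 and 1 of 8 by either adjustment. Developmental regulators gave 0.899 and 0.367, with 10 calls of 49 and 1 of 21 by either adjustment. For proliferation (0.401), bone metastasis (0.432) and unfolded protein response genes (0.401) in MDA-MB-436 the calls over all genes tested were 16, 7 and 7, and adjusted over the list alone 18, 8 and 8. The p53 response list gave 0.439 in MDA-MB-436, with 4 calls of 22 by either adjustment. In BoM-1833 it gave 0.679, with 0 calls of 21 by either adjustment and 0 members at an unadjusted p under 0.05.

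**Figure D3:**
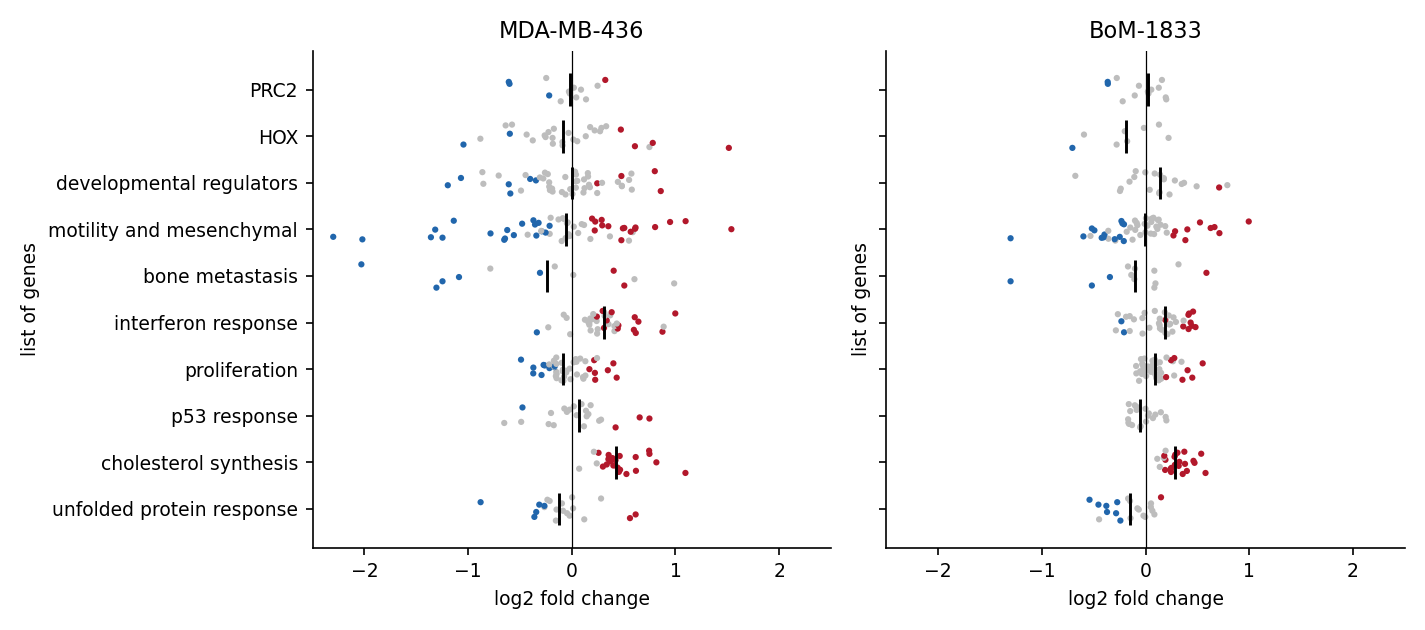
Log2 fold changes of siPHF19 against siNT (horizontal axis) of the tested members of each list (vertical axis) in each line; black bars are medians. Red and blue points are higher and lower members with an adjusted p under 0.05 over all genes; all tested cholesterol synthesis genes lie above 0 in both lines.

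Among members of the PRC2 list, 4 were called in at least 1 line. Counts are per gene and do not tell the products of a gene apart. AEBP2 (chromosome 12, 19404045 to 19720801, plus strand) fell from 1379 ± 91.6 to 909 ± 68.2 normalized counts (SD, n = 3) in MDA-MB-436 and from 538 ± 52.4 to 418 ± 40.7 (SD, n = 3) in BoM-1833. The log2 fold changes in the authors' deposited table are -0.60 (SE 0.09, adjusted p 3.93e-09) and -0.36 (SE 0.12, adjusted p 0.0211). The 6-base sequence AAACTG occurs 4 times in its 3′ UTR, 1 time in that of EPOP, 2 times in that of SUZ12 and 5 times in that of LCOR. EPOP, listed as C17orf96 (chromosome 17, 38671703 to 38675421, minus strand), fell from 472 ± 20.5 to 310.1 ± 38.5 (SD, n = 3) and from 387 ± 28.2 to 301 ± 20.6 (SD, n = 3). For it the authors' deposited table gives -0.61 (SE 0.13, adjusted p 2.57e-05) in MDA-MB-436 and -0.37 (SE 0.12, adjusted p 0.0320) in BoM-1833. In MDA-MB-436 alone SUZ12 (chromosome 17, 31937018 to 32001045, plus strand) was lower, at -0.22 (SE 0.07, adjusted p 0.0122), and LCOR (chromosome 10, 96832282 to 96995959, plus strand) was higher, at 0.32 (SE 0.11, adjusted p 0.0221), in the authors' deposited table. SUZ12 has the pseudogene SUZ12P1, with which reads may be shared. The calls of AEBP2 and EPOP in BoM-1833 and of SUZ12 and LCOR in MDA-MB-436 were each lost in at least 1 of the fits that left out 1 library, with adjusted p-values of up to 0.248, 0.225, 0.166 and 0.193, and under 4, 6, 5 and 6 of all alternatives. In BoM-1833 SUZ12 and LCOR had adjusted p-values of 0.477 and 0.524 in the authors' deposited table; with length and GC offsets LCOR was called there too, at 0.27 (adjusted p 0.0366). Neither gene was among those that differed between lines.

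Among cholesterol synthesis genes the largest statistic was that of HMGCS1 in both lines, followed by that of STARD4 in MDA-MB-436. HMGCS1 (chromosome 5, 43289395 to 43313512, minus strand) rose from 3533 ± 123 to 7549 ± 71.0 normalized counts (SD, n = 3) in MDA-MB-436 and from 2367 ± 153 to 3533 ± 85.1 (SD, n = 3) in BoM-1833. It has log2 fold changes of 1.10 (SE 0.06, adjusted p 2.38e-70) and 0.58 (SE 0.07, adjusted p 1.35e-15) in the authors' deposited table. STARD4 (chromosome 5, 111496033 to 111512590, minus strand) has 0.75 (SE 0.07, adjusted p 1.82e-21) in MDA-MB-436 in the authors' deposited table.

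Of the interferon response genes, IFITM3 (chromosome 11, 319669 to 327537, minus strand) has 0.45 in both lines in the authors' deposited table (SE 0.07, adjusted p 3.47e-10 in MDA-MB-436; SE 0.06, adjusted p 3.18e-11 in BoM-1833). RSAD2 (chromosome 2, 6865806 to 6898239, plus strand) has 0.64 (SE 0.11, adjusted p 5.06e-07) in MDA-MB-436 and IFIT2 (chromosome 10, 89283694 to 89309276, plus strand) 0.41 (SE 0.08, adjusted p 2.28e-05) in BoM-1833 in the authors' deposited table. RSAD2 overlaps CMPK2 and IFIT2 overlaps LIPA on the opposite strand. In MDA-MB-436 the call of IFIT2 was lost without siPHF19 replicate 2 (adjusted p 0.120).

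The remaining lists that passed in BoM-1833 were led by RRM2 and KIF20A for proliferation, MMP1 and CCN2 for bone metastasis, and PPP1R15A and SEL1L for the unfolded protein response. In the authors' deposited table for BoM-1833, RRM2 (chromosome 2, 10120698 to 10131419, plus strand) has a log2 fold change of 0.55 (SE 0.06, adjusted p 8.72e-16) and KIF20A (chromosome 5, 138178719 to 138187715, plus strand) of 0.41 (SE 0.06, adjusted p 1.82e-08). RRM2 has 3 annotated pseudogenes and KIF20A overlaps BRD8 and CDC23 on the opposite strand. MMP1 (chromosome 11, 102789920 to 102798160, minus strand) fell from 6129 ± 284 to 2485 ± 78.6 normalized counts (SD, n = 3) in BoM-1833, and the authors' deposited table gives -1.30 (SE 0.06, adjusted p 4.48e-93). CCN2, listed as CTGF (chromosome 6, 131948176 to 131951373, minus strand), went opposite ways, with -0.52 (SE 0.07, adjusted p 1.85e-12) in BoM-1833 and 0.51 (SE 0.11, adjusted p 2.72e-05) in MDA-MB-436 in the authors' deposited table. PPP1R15A (chromosome 19, 48872392 to 48876057, plus strand) has -0.54 (SE 0.08, adjusted p 2.64e-09) and SEL1L (chromosome 14, 81471549 to 81533861, minus strand) -0.37 (SE 0.07, adjusted p 8.13e-06) in BoM-1833 in the authors' deposited table. In the authors' deposited table for MDA-MB-436, RRM2 (0.40, adjusted p 2.17e-05) and KIF20A (0.35, adjusted p 0.00620) were also called higher, MMP1 (-1.25, adjusted p 0.0412) and SEL1L (-0.34, adjusted p 0.00107) also lower, and PPP1R15A was not called (-0.24, adjusted p 0.142), though it was without siNT replicate 3 (-0.31). AAACTG occurs 5 times in the 3′ UTR of SEL1L, 2 times in that of RRM2, 1 time in that of CCN2 and 0 times in those of KIF20A, MMP1 and PPP1R15A. In MDA-MB-436 the call of KIF20A was lost under 2 alternatives, 1 of them the fit without siPHF19 replicate 1 (adjusted p 0.0837), and that of MMP1 in each of the 6 fits without 1 library (up to 0.234, without siPHF19 replicate 1).

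Among the 12290 genes tested in both lines, 2869 were called in MDA-MB-436, 1314 in BoM-1833 and 734 in both, where 307 would be shared if the calls were independent (odds ratio 5.24 across genes, which are not independent replicates). Of the 734 genes, 697 (94.96%, 95% Wilson interval 93.1% to 96.3%) changed in the same direction, 313 higher and 384 lower, and 37 in opposite directions. A minimum absolute log2 fold change of 1 in both lines moved the count most, to 15 genes, all changed in the same direction. Across the 12290 genes the log2 fold changes of the lines correlated with Pearson's r = 0.323 and Spearman's rho = 0.407; genes are not independent replicates, and no control library was shared. The correlation depended most on the count minimum, with r = 0.111 over all genes with a fold change and r = 0.608 over genes with a mean normalized count of at least 1000 in both lines.

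**Figure D4:**
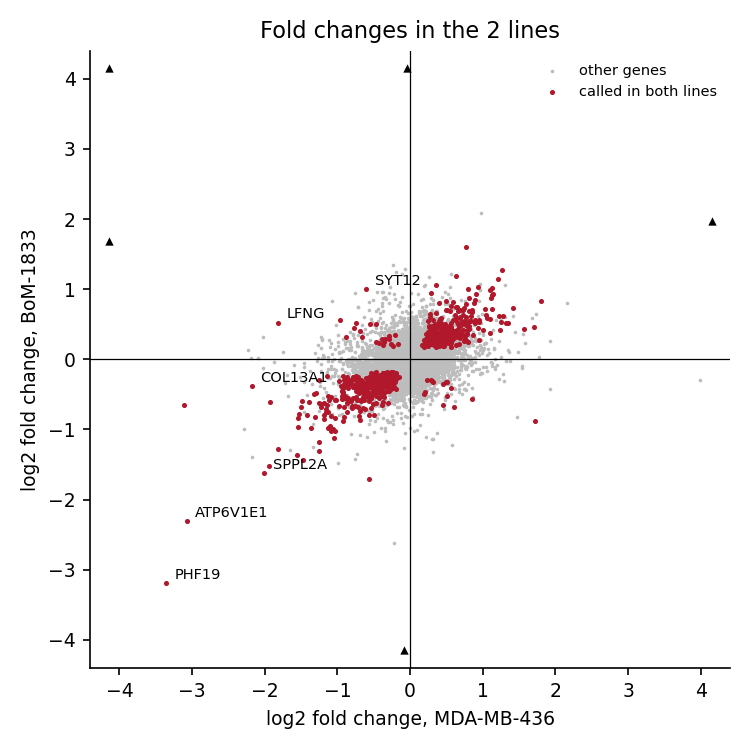
Log2 fold change in BoM-1833 (vertical axis) against that in MDA-MB-436 (horizontal axis) for the 12290 genes tested in both. Red points are genes called in both lines, 94.96% of which changed in the same direction, and triangles at the edge are the 5 genes beyond a log2 fold change of 4.

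After PHF19, the genes lowered most among those called in both lines with a mean normalized count of at least 100 in both were ATP6V1E1, SPPL2A, AMMECR1 and CLMP. ATP6V1E1, which encodes a subunit of the vacuolar proton pump (chromosome 22, 17592136 to 17628818, minus strand), fell from 1683 ± 169.8 to 199.7 ± 14.5 normalized counts (SD, n = 3) in MDA-MB-436 and from 2022 ± 127 to 408 ± 30.8 (SD, n = 3) in BoM-1833. Its log2 fold changes in the authors' deposited table are -3.07 (SE 0.11, adjusted p 1.64e-155) and -2.31 (SE 0.09, adjusted p 2.83e-142). Of ATP6V1E1 11.9% and 20.2% remained, against 9.75% and 10.9% of the siRNA target itself. SPPL2A, an intramembrane protease gene (chromosome 15, 50702266 to 50765808, minus strand), fell from 626 ± 31.5 to 155 ± 19.3 (SD, n = 3) and from 935 ± 24.8 to 302 ± 30.3 (SD, n = 3). For SPPL2A the authors' deposited table gives -2.00 (SE 0.13, adjusted p 4.91e-51) and -1.63 (SE 0.10, adjusted p 9.54e-52). The coding sequences of ATP6V1E1 and SPPL2A each hold a 19-base stretch that differs at 4 positions from the same 19 bases in exon 2 of PHF19. AMMECR1 (chromosome X, 110194186 to 110440233, minus strand) has -1.25 (SE 0.12, adjusted p 7.10e-24) and -1.18 (SE 0.13, adjusted p 6.62e-18), and CLMP (chromosome 11, 123069865 to 123195281, minus strand) -1.04 (SE 0.13, adjusted p 1.36e-13) and -1.13 (SE 0.16, adjusted p 9.43e-11) in MDA-MB-436 and BoM-1833 in the authors' deposited table. AAACTG occurs 6 times in the 3′ UTR of AMMECR1, 2 times in that of CLMP, 1 time in that of SPPL2A and 0 times in that of ATP6V1E1. Among the 375 genes lower in both lines with an annotated 3′ UTR, 70.7% contained this sequence there, against 36.9% of 309 genes higher in both and 42.8% of 7941 genes called in neither.

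By the same rule, the genes raised most were MATN2, MAL2, PCDH7, DAAM2 and C1QTNF6. Their log2 fold changes in the authors' deposited table range from 0.80 to 1.12 in MDA-MB-436 and from 0.87 to 1.03 in BoM-1833, with adjusted p-values of 7.75e-06 or lower. MATN2 (chromosome 8, 97868840 to 98036716, plus strand) rose from 167 ± 2.89 to 321 ± 21.4 normalized counts (SD, n = 3) in MDA-MB-436 and from 157 ± 23.3 to 321 ± 16.8 (SD, n = 3) in BoM-1833. MAL2 (chromosome 8, 119165034 to 119245673, plus strand) rose from 238 ± 18.2 to 518 ± 19.1 (SD, n = 3) and from 175 ± 36.8 to 332 ± 17.1 (SD, n = 3). PCDH7 (chromosome 4, 30720415 to 31146805, plus strand) rose from 284 ± 51.2 to 534 ± 23.8 (SD, n = 3) and from 122 ± 22.1 to 233 ± 33.6 (SD, n = 3). DAAM2 (chromosome 6, 39792298 to 39904877, plus strand) and C1QTNF6 (chromosome 22, 37180167 to 37199385, minus strand) rose 2.18-fold and 1.75-fold in MDA-MB-436 and 1.83-fold and 1.82-fold in BoM-1833. In the 3′ UTRs of MATN2, MAL2, PCDH7, DAAM2 and C1QTNF6, AAACTG occurs 1, 2, 1, 2 and 0 times. MATN2 overlaps RPL30, DAAM2 overlaps MOCS1 and AMMECR1 overlaps RTL9 on the opposite strand, so their counts depend on how strand was used.

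The log2 fold change differed between lines for 601 of the 12290 genes, with 282 more positive in MDA-MB-436 and 319 more positive in BoM-1833. Of these genes 353 were called in MDA-MB-436 only, 102 in BoM-1833 only, 121 in both and 25 in neither. A minimum absolute difference of 1 moved the count most, to 84 genes, and fits without 1 of the 12 libraries gave 301 (without MDA-MB-436 siPHF19 replicate 1) to 1056 (without MDA-MB-436 siNT replicate 3). LFNG (chromosome 7, 2512529 to 2529177, plus strand) fell from 283 ± 15.5 to 80.1 ± 0.768 normalized counts (SD, n = 3) in MDA-MB-436 and rose from 522 ± 68.4 to 750.2 ± 31.4 (SD, n = 3) in BoM-1833. The difference was -2.34 on the log2 scale (adjusted p 1.28e-29, z test). COL13A1 (chromosome 10, 69801867 to 69964275, plus strand) fell from 181 ± 13.9 to 39.5 ± 6.44 (SD, n = 3) in MDA-MB-436 and from 4777 ± 203 to 3675 ± 55.0 (SD, n = 3) in BoM-1833, a difference of -1.80 (adjusted p 1.53e-12 by the z test on the DESeq2 fits). SYT12 (chromosome 11, 67006778 to 67050863, plus strand) fell from 499 ± 42.9 to 328 ± 35.5 (SD, n = 3) in MDA-MB-436 and rose from 96.2 ± 15.6 to 193 ± 30.4 (SD, n = 3) in BoM-1833, a difference of -1.60 (adjusted p 1.69e-09 by the same test). Of the 10 lists, 2 differed between lines. Proliferation genes had a median difference of -0.13 (MDA-MB-436 minus BoM-1833, adjusted p 1.49e-05), and 4 of 45 members were more positive in MDA-MB-436. Cholesterol synthesis genes had a median difference of 0.17 (adjusted p 6.02e-05), with 18 of 23 members more positive in MDA-MB-436.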

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

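The tests on genes called with opposite directions, on the length and GC offsets for the lists, and on low counts were chosen only after the results they bear on had been seen.

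The 2 lines received the same siRNAs, and the log2 fold change of 601 of 12290 genes differed between them by a test of the difference itself. Among 100 pairs of splits of the 6 libraries of each line, 4 gave as many differing genes, the real pair included. The other 3 gave up to 1158. They kept the real groups of MDA-MB-436 and mixed those of BoM-1833, so they also contain the response of MDA-MB-436. No pair that mixed the groups of both lines came as high as the real pair. Unequal loss of the target is argued against as the whole cause, because 37 genes were called in both lines with opposite directions, where false calls in 1 of the lines would give about 15, and 17 at an adjusted p under 0.01, where they would give 1.28. The loss of PHF19 itself was also not found to differ (difference -0.17, adjusted p 0.643, and 0.546 to 0.942 over the alternatives). A larger response of MDA-MB-436 at all genes is argued against as the whole cause as well. After the fold changes of BoM-1833 were multiplied by 1.43, the slope over genes called in both lines, 376 genes differed, 329 of them among the 601. Transcript length and GC content are argued against too, since fits with offsets for both gave 856 differing genes, 566 of them among the 601. Part of the 601 may still rest on single libraries, as the count ran from 301 to 1056 when 1 library was left out (without MDA-MB-436 siPHF19 replicate 1 and siNT replicate 3), and on the spread assumed for z, as an empirical null gave 163. A biological difference between the lines remains open and was not tested.

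LFNG, COL13A1 and SYT12 had the largest differences among differing genes with a mean normalized count of at least 100 in both lines, with -2.34, -1.80 and -1.60 on the log2 scale (MDA-MB-436 minus BoM-1833). LFNG and SYT12 were called in opposite directions. With length and GC offsets the largest adjusted p of the 3 genes was 3.52e-10, and over the 12 fits that each left out 1 library it was 6.32e-06. Over all alternatives tried it reached 0.00792, for COL13A1 in edgeR with a replicate block. In an edgeR model of the counts of the 12 libraries with an interaction term it was 1.71e-04. These values argue against transcript length, GC content, a single deviating library and low counts as the cause. The lowest group means were 39.5 normalized counts for COL13A1 (siPHF19, MDA-MB-436), 80.1 for LFNG (siPHF19, MDA-MB-436) and 96.2 for SYT12 (siNT, BoM-1833). COL13A1 started from very unequal levels, with siNT means of 181 in MDA-MB-436 and 4777 in BoM-1833. A difference in how these genes are regulated in the 2 lines is a hypothesis that these data cannot decide.

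Of the 10 lists, 2 moved apart between lines. Proliferation genes were lower in MDA-MB-436 relative to BoM-1833 (adjusted p 1.49e-05, median difference -0.13, 4 of 45 members more positive in MDA-MB-436). Cholesterol synthesis genes rose by more in MDA-MB-436 (adjusted p 6.02e-05, median difference 0.17, 18 of 23 members). With length and GC offsets the adjusted p-values were 1.39e-06 and 3.15e-06, which argues against a trend on length or GC content as the cause. Over the alternatives they ran from 1.39e-06 to 0.00616 for proliferation and from 3.15e-06 to 0.00616 for cholesterol synthesis. The larger rise of cholesterol synthesis genes could be part of the generally larger fold changes in MDA-MB-436 (slope 1.43), which left 376 genes differing once removed; the list itself was not tested after that step. The loss of ATP6V1E1, which was also deeper in MDA-MB-436 (difference -0.76, adjusted p 1.96e-05, and 9.54e-07 to 0.582 over the alternatives, where it was not past the threshold with a replicate block), is a further candidate explanation that was not tested here.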

How the results depend on the processing

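Tests chosen only after results had been seen were those with length and GC offsets, fry, the removal of genes with AAACTG in the 3′ UTR, the edgeR interaction term, the list differences between lines, and, for results other than the number of calls per line, edgeR, the replicate block and the fits without 1 library. Most other alternatives for these results were listed before the data were examined. In all, 101 results were recomputed under 1207 alternatives. The decrease of PHF19 kept its direction and stayed past the threshold under every alternative run, with -3.44 to -3.27 in MDA-MB-436 and -3.25 to -3.15 in BoM-1833 across the 6 fits per line that each left out 1 library.

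Counts of genes moved by construction under stricter thresholds. An adjusted p under 0.01 gave 2080 calls in MDA-MB-436, 919 in BoM-1833, 451 in both and 334 genes differing between lines. An absolute log2 fold change of at least 0.5 gave 1135, 392 and 161 calls, and one of at least 1 gave 275, 69 and 15, with 36.4% and 43.5% higher genes in the lines and 100% of shared calls in the same direction. An absolute difference of at least 1 left 84 differing genes. An empirical null, which divides each statistic by its robust spread over genes (1.95 in MDA-MB-436, 1.401 in BoM-1833 and 1.35 for the difference), gave 388 and 519 calls and 163 differing genes. Multiplying the fold changes of BoM-1833 by the slope gave 376 differing genes, as it removes the common part of the larger response.

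Across the fits that each left out 1 library, calls ranged from 1767 to 3801 in MDA-MB-436 (1810 without siNT replicate 2, and 1767, 1784 and 1891 without siPHF19 replicates 1 to 3) and from 746 to 2046 in BoM-1833 (880 without siNT replicate 2, and 886, 746 and 832 without siPHF19 replicates 1 to 3). Shared calls ranged from 456 (without BoM-1833 siPHF19 replicate 2, and 479 without replicate 3) to 844. Differing genes ranged from 301 to 1056, with 327 without MDA-MB-436 siNT replicate 2, 1056 without siNT replicate 3, 301, 321 and 344 without siPHF19 replicates 1 to 3, 997 without BoM-1833 siNT replicate 1 and 368 without BoM-1833 siPHF19 replicate 2. Fewer libraries lower the counts by construction, but without MDA-MB-436 siNT replicate 3 (3801 calls) or BoM-1833 siNT replicate 1 (2046 calls) they rose. The cause was not tested. The share of higher genes ranged from 45.5% to 49.0% and from 43.8% to 49.8%, the share of shared calls in the same direction from 93.1% (without BoM-1833 siNT replicate 1) to 96.1%, and r from 0.262 to 0.411. Among calls without AAACTG in the 3′ UTR, 50.8% were higher in MDA-MB-436 and 61.4% in BoM-1833. The correlation between lines rose from 0.111 over all genes with a fold change to 0.542 and 0.608 at mean normalized counts of at least 100 and 1000, and was 0.542 for Wald statistics; fold changes of genes with few reads are noisier.

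The replicate numbers do not appear to pair libraries: deviations from the group mean of equally numbered siNT and siPHF19 libraries correlated at -0.222, 0.0409 and -0.261 in MDA-MB-436 and -0.326, -0.125 and -0.220 in BoM-1833. With a replicate block, edgeR gave 2352 and 876 calls, 430 shared calls and 195 differing genes, against 3422, 1527, 787 and 456 without it; the block takes 2 degrees of freedom from 6 libraries.

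The bone metastasis shift in BoM-1833 was lost with ranks (adjusted p 0.462), edgeR statistics (0.274), the replicate block (0.271) and matched random lists (0.116). It rested largely on MMP1 and CCN2, with Wald statistics of -20.9 and -7.72 against a mean of -2.33 for the list, while 5 of 12 members were higher. The unfolded protein response shift in BoM-1833 was lost under fry (0.0840), and the cause was not tested. The other lists that passed kept direction and threshold under all alternatives run. Lists that had not passed in the line concerned changed direction under some alternatives, none of which brought them past the threshold. In MDA-MB-436 these were PRC2 without AAACTG genes (0.727), HOX with ranks (0.997) and random lists (0.373), bone metastasis without AAACTG genes (0.910), and developmental regulators at a count minimum of 100 (0.891), with length and GC offsets (0.917), without siPHF19 replicate 2 (0.991, and 0.677 to 0.991 across the 6 fits without 1 library), with random lists (0.936) and under fry (0.957). In BoM-1833 they were PRC2 without AAACTG genes (0.437) and with random lists (0.680), and motility genes with random lists (0.936). The HOX difference between lines changed sign with length and GC offsets (0.981). Among the 878 alternatives for single genes and for lists that did not pass, 829 left the result as it was, 30 were weaker, 6 stronger and 13 reversed.

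Mean depth was 14.8 M reads in the siPHF19 libraries of BoM-1833 and 18.9 M in each other group. Whether depth limits the results of BoM-1833 was not settled. In simulated reads with the depths and dispersions of each line, DESeq2 found 93.5% of changed genes for BoM-1833 and 95% for MDA-MB-436. Genes raised in the simulation for BoM-1833 had a median log2 fold change of 0.99, against a median absolute value of 0.37 among real calls there. The simulation therefore cannot show whether depth limits calls of smaller changes.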

Other observations

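The tests on words of the same bases, on genes without the word, on pairing with ATP6V1E1 and SPPL2A, on lower ATP6V1E1 and on scaling between libraries were chosen only after the results they bear on had been seen.

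The real groups gave far more calls than other groupings of the same libraries. In MDA-MB-436 1 of the 10 splits of the 6 libraries gave as many calls, namely the real one, with at most 4 in any other; in BoM-1833 it was also 1 of the 10 splits, with at most 40 in any other. A share of 1 in 10 is the smallest these designs allow. Among the 100 pairs of splits of both lines, 1 gave as many genes called in both, the real pair, with at most 7 in any other.

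A short sequence in the 3′ UTR was more frequent among genes lowered by siPHF19. In MDA-MB-436 51.4% of 1552 lower genes held AAACTG there, against 44.8% of higher genes and 42.4% of genes not called. In BoM-1833 63.5% of 705 lower genes held it, against 36.6% and 43.3%. Of 16136 and 16116 words of 7 bases, AAACTGA went with the lowest fold changes in both lines (z = -11.8 in MDA-MB-436 and -11.7 in BoM-1833) and CAAACTG with the next lowest (-10.9 and -10.8). The lowest z in 20 permutations of fold changes over genes was -5.055 and -4.398. Both words lie in CAAACTGA, which occurs 1 time in the PHF19 transcript, in exon 2 (chromosome 9, 120874621 to 120874628), while 20.3% of all words tested occur in PHF19. The effect per gene was small. The median log2 fold change of 395 genes with CAAACTGA in the 3′ UTR was -0.08 in MDA-MB-436 and -0.10 in BoM-1833, against -0.003 and 0.015 for 5141 genes without the 6-base core AAACTG. These medians are not corrected for the length of the UTR; by the same measure 1773 genes with the core and no longer match had 0.03 and -0.001, and all 4266 genes with the core -0.0001 and -0.03. With the correction, TAAACTG, AAACTGT, GAAACTG and AAAACTG, which also hold the core, were low too, with z of -6.56, -5.39, -4.72 and -4.59 in MDA-MB-436. AAACTGC and AAACTGG, which hold it as well, were not among the 10 lowest words of either line. UTR length and base composition are argued against, as the lowest z among 202 words of the same bases in another order was -3.51 and -3.01. These 202 leave out all words that share a run of most of their bases with CAAACTGA. Among the words left out are AACTGAA (z = -7.95 in MDA-MB-436 and -7.48 in BoM-1833) and AAAACTG (-4.59 and -4.45). Both have the same bases and share a run of 6 with AAACTGA. A near-complete match to the 19 bases of PHF19 that end at the word is argued against as the whole cause, since 4 of 379 genes lower in both lines had 4 or fewer mismatches (1.06%, against 0.714% of genes called in neither line). A candidate explanation is that the guide strand of an siRNA against this stretch of PHF19 lowered other transcripts through its seed. The sequences of the siRNAs were not used here, so this remains a hypothesis. Of 375 genes lower in both lines, 33 (8.80%, against 34.4% of genes called in neither line) lacked the core in the whole transcript used. For these genes it stays open, since seed matches with G:U pairs, other transcripts and the other siRNA of the mixture were not tested. Whether the control pool, which came from another supplier, added seed effects of its own was not tested.

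The decreases of ATP6V1E1 and SPPL2A, the deepest after PHF19 among genes called lower in both lines with a mean normalized count of at least 100 in both, may have a related origin. The PHF19 stretch GACTTGATGTCCAAACTGA lies in the coding sequence, in exon 2 of 15 (chromosome 9, 120874621 to 120874639). With positions counted from 1 at its 5′ end, the most similar stretch of ATP6V1E1, ATGTTGATGTCCAAATTGA in coding exon 7 of 9 (chromosome 22, 17598221 to 17598239), differs by G1A, A2T, C3G and C16T. The most similar stretch of SPPL2A, GATTTGATGTTCAGACTGG in coding exon 13 of 15 (chromosome 15, 50722159 to 50722177), differs by C3T, C11T, A14G and A19G. If G:U pairs are allowed, a strand complementary to the PHF19 stretch leaves 3 bases of ATP6V1E1 unpaired, all at the 5′ end, and 0 of SPPL2A. Among 18965 coding transcripts SPPL2A was the only other one with 0 unpaired bases, and 15 had 1. Of 4223 windows of 19 bases in PHF19, 8 paired as well with both genes, 5 of them overlapping this stretch and 3 elsewhere. These values are consistent with partial pairing with an siRNA against this stretch as a candidate cause for both genes. As a group, 69 genes with 4 or fewer mismatches to the PHF19 stretch had a median of -0.04 in MDA-MB-436 and -0.07 in BoM-1833, at percentiles 16.25 and 0.19 of 10000 random groups of as many genes (medians of the other genes -0.001 and -0.004). The closest matches went the other way, as the 5 genes with 3 or fewer mismatches had medians of 0.07 and 0.15. The 64 genes with 4 mismatches had -0.04 and -0.07. Of the 4 genes with 2 mismatches, chosen after their values were seen, 2 were called, both lower and both in MDA-MB-436. The authors' deposited table gives CCDC74A -2.20 (adjusted p 7.42e-18) and CCDC74B -2.33 (adjusted p 0.00319) in that line, and CCDC74A -2.84 without an adjusted p in BoM-1833. The 3′ UTR of CCDC74A also holds AAACTG 3 times and CAAACTGA 1 time, so pairing with the stretch and a seed match cannot be told apart for this gene. ATP5E (0.07 and 0.22, adjusted p 0.761 and 0.0909) and ZNF862 (-0.06 and -0.44, adjusted p 0.899 and 0.0598) were called in neither line in the authors' deposited table.

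Cholesterol synthesis genes rose in both lines, in 23 of 23 and 24 of 24 tested members. In each line 1 of the 10 splits of the 6 libraries, the real one, moved the list as far from 0. The shift stayed with length and GC offsets (adjusted p 4.90e-25 in MDA-MB-436 and 7.04e-22 in BoM-1833, over ranges of 2.23e-31 to 0.001 and 7.04e-22 to 0.001 across the alternatives, where 0.001 comes from matched random lists at the smallest p they can give). A scaling error between libraries is argued against, since it moves all genes alike, while the median of the list lay 0.42 above that of all other tested genes in MDA-MB-436 and 0.29 above it in BoM-1833. Members without the core of the word rose as did those with it (median 0.26 against 0.30 in BoM-1833), but a seed match lowers its own transcript, so this does not bear on a rise through a regulator lowered by a seed. Such an indirect effect of the siRNAs and an effect of lower PHF19 cannot be told apart, because every siPHF19 library received the same mixture. PHF19 and ATP6V1E1 were lowered by the same mixture in every siPHF19 library, and of ATP6V1E1 20.2% remained in BoM-1833. Lower PHF19 and lower ATP6V1E1 as the trigger cannot be told apart, because no library had one without the other.

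The first siNT libraries of the 2 lines deviated from their groups in a similar way. Across 9700 genes, which are not independent replicates, the deviations of siNT replicate 1 correlated between lines at 0.577, those of siNT replicate 2 at -0.0502 and those of siNT replicate 3 at 0.519. Among differently numbered siNT libraries, replicate 3 of MDA-MB-436 and replicate 1 of BoM-1833 correlated at -0.616. Replicate 1 of MDA-MB-436 and replicate 3 of BoM-1833 correlated at -0.513. Replicate 3 of MDA-MB-436 and replicate 2 of BoM-1833 correlated at 0.342, so likeness was not limited to equal numbers. The remaining pairs lay between -0.292 and 0.0731. The deviations of replicate 1 followed transcript length (rho = -0.480 in MDA-MB-436 and -0.651 in BoM-1833). After a smooth trend on length and GC content was removed from each library the correlation of replicate 1 was 0.476, which argues against length as the whole cause. Deviations within a group of 3 sum to 0, so these values are not independent of each other. The labels name no batch. No biological explanation was tested. The fold changes carried opposite trends on length, with rho = 0.185 in MDA-MB-436 and -0.123 in BoM-1833, and offsets for length and GC content raised the calls to 3571 and 1956.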
